# Targeting Methylglyoxal in Diabetic Kidney Disease Using the Mitochondria-Targeted Compound MitoGamide

**DOI:** 10.3390/nu13051457

**Published:** 2021-04-25

**Authors:** Sih Min Tan, Runa S. J. Lindblom, Mark Ziemann, Adrienne Laskowski, Cesare Granata, Matthew Snelson, Vicki Thallas-Bonke, Assam El-Osta, Carlos D. Baeza-Garza, Stuart T. Caldwell, Richard C. Hartley, Thomas Krieg, Mark E. Cooper, Michael P. Murphy, Melinda T. Coughlan

**Keywords:** sugar-derived products, methylglyoxal, dicarbonyl, diabetes, kidney, mitochondria, MitoGamide

## Abstract

Diabetic kidney disease (DKD) remains the number one cause of end-stage renal disease in the western world. In experimental diabetes, mitochondrial dysfunction in the kidney precedes the development of DKD. Reactive 1,2-dicarbonyl compounds, such as methylglyoxal, are generated from sugars both endogenously during diabetes and exogenously during food processing. Methylglyoxal is thought to impair the mitochondrial function and may contribute to the pathogenesis of DKD. Here, we sought to target methylglyoxal within the mitochondria using MitoGamide, a mitochondria-targeted dicarbonyl scavenger, in an experimental model of diabetes. Male 6-week-old heterozygous Akita mice (C57BL/6-Ins2-Akita/J) or wildtype littermates were randomized to receive MitoGamide (10 mg/kg/day) or a vehicle by oral gavage for 16 weeks. MitoGamide did not alter the blood glucose control or body composition. Akita mice exhibited hallmarks of DKD including albuminuria, hyperfiltration, glomerulosclerosis, and renal fibrosis, however, after 16 weeks of treatment, MitoGamide did not substantially improve the renal phenotype. Complex-I-linked mitochondrial respiration was increased in the kidney of Akita mice which was unaffected by MitoGamide. Exploratory studies using transcriptomics identified that MitoGamide induced changes to olfactory signaling, immune system, respiratory electron transport, and post-translational protein modification pathways. These findings indicate that targeting methylglyoxal within the mitochondria using MitoGamide is not a valid therapeutic approach for DKD and that other mitochondrial targets or processes upstream should be the focus of therapy.

## 1. Introduction

Chronic kidney disease (CKD) impacts more than 50 million individuals globally [1] and is a key risk factor for cardiovascular disease and all-cause mortality [2]. Up to 30% of the burden of CKD is a result of diabetes [3] and the progression to end stage renal failure in patients with diabetic kidney disease (DKD) is only slowed by current clinical therapies which attempt to target hyperglycemia and hypertension [4]. Sodium glucose cotransporter 2 (SGLT2) inhibitors are a new class of oral anti-hyperglycemic medications that are approved and indicated for type 2 diabetes and have shown promising renoprotective effects independent of their glucose lowering actions [5]. However, their use in type 1 diabetes is limited, mainly due to complications such as diabetic ketoacidosis as the main safety concern [6]. Therefore, there is a critical need to identify pathogenic factors responsible for the onset and progression of DKD especially in type 1 diabetes in order to develop new therapeutic targets.

The kidney is highly metabolically active, with the proximal tubules generating large quantities of adenosine triphosphate (ATP) via oxidative phosphorylation (OXPHOS), in order to drive active reabsorption of important macromolecules [7]. A large body of evidence indicates that mitochondrial dysfunction plays a central role in the development of DKD [8,9,10,11,12,13,14,15]. Some of the key features of disrupted mitochondrial homeostasis include mitochondrial ATP depletion, uncoupling, and fragmentation [16,17,18]. In addition, changes in the regulation of mitochondrial dynamics and bioenergetics are present prior to the development of early renal structural and biochemical lesions in diabetes [19].

Methylglyoxal and glyoxal are highly reactive dicarbonyl species derived from glucose and other reducing sugars, which accumulate in mitochondria during diabetes and form glycation adducts [15,20]. Methylglyoxal and glyoxal are also increased in foods during processing, thus are at increased levels in the typical Western diet [21]. Clinical studies have shown that plasma methylglyoxal levels are associated with a lower estimated glomerular filtration rate (eGFR) [22] and a higher urinary albumin-to-creatinine-ratio (ACR) [23] in diabetes. Furthermore, methylglyoxal-derived advanced glycation endproduct (AGE) levels, including methylglyoxal hydroimidazolone (MG-H1), correlate with structural kidney abnormalities in diabetes [24,25].

Methylglyoxal has also been linked to mitochondrial dysfunction. Mitochondrial proteins isolated from diabetic rat kidneys are a target of methylglyoxal-induced modifications and correlate with a defect in complex I-linked mitochondrial respiration [26]. In addition, decreasing methylglyoxal levels by overexpressing the enzyme glyoxalase-1 abolishes hyperglycemia-induced oxidative stress and renal injury in diabetic mice [27]. A newly developed mitochondria-targeted compound, MitoGamide, acts to sequester methylglyoxal and glyoxal in mitochondria [28], thereby inactivating these reactive products. MitoGamide is based on MitoG which was previously developed to assess the levels of methylglyoxal and glyoxal in the mitochondria [28]. However, MitoG is susceptible to oxidation and short lived. MitoGamide is a longer-lived analogue of MitoG and has been shown to be therapeutically relevant as it is protective in diabetic cardiomyopathy [29,30]. The current study aimed to ascertain if renoprotection could be achieved in the same mouse model using MitoGamide and explored the effects of this compound on restoring mitochondrial homeostasis and downstream signaling in the kidney.

## 2. Materials and Methods

### 2.1. Animals

All of the activities involving the use of animals for research were approved by the Alfred Research Alliance Animal Ethics Committee (Ethics number E/1502/2014/B) and were conducted according to guidelines of the National Health and Medical Research Council of Australia for animal experimentation. Ins2-Akita mice (C57BL/6J-Ins2Akita) and their wildtype (WT) littermates were purchased from the Jackson Laboratory and bred at the Alfred Research Alliance Animal Centre, Melbourne, Australia. Mice were maintained at the Alfred Research Alliance Animal Centre under a 12 h light/dark cycle. Animals were housed in groups of three mice per cage in a temperature-controlled environment and *ad libitum* access to food and water.

MitoGamide (Figure 1a) was synthesized as previously described [30]. At 6 weeks of age, male mice of both genotypes were randomly assigned to receive either vehicle (10% ethanol in water) or MitoGamide (10 mg/kg) by daily oral gavage (Figure 1b). Blood glucose (ACCU-CHEK glucometer, Roche) and body weights were recorded on a weekly basis as part of animal monitoring. Mice were placed individually into metabolic cages (Iffa Credo, L’Arbresele, France) and urine was collected for 24 h at mid-point (12 weeks of age) and end-point (21 weeks of age). At 17 weeks of age (11 weeks after the treatment), the body composition was determined using an EchoMRI (EchoMRI™, Houston, TX, USA) and mice were placed into individual Comprehensive Laboratory Animal Monitoring System (CLAMS, Columbus Instruments, Columbus, OH, USA) chambers to determine the physical activity and whole body respiration by indirect calorimetry, as previously described in full [31]. After 16 weeks of treatment, animals were euthanased by sodium pentobarbital (80 mg/kg i.p.) and the kidneys were rapidly excised, dissected, and prepared for mitochondria isolation (for real-time mitochondrial respiration studies, see below), snap-frozen or placed in a 10% neutral buffered formalin (*v/v*) for fixation before paraffin embedding. Glycated haemoglobin (HbA_1c_) was measured at the end of the study using the Cobas B 101 system (Roche Diagnostics Corporation, Indianapolis, IN, USA). Plasma glucose was measured using a glucose colorimetric assay kit (Cay·man, Ann Arbor, MI, USA).

### 2.2. Tissue Distribution of MitoGamide In Vivo

MitoGamide (10 mg/kg) was given to mice (*n* = 3) by oral gavage, then its contents in the heart, liver, and kidney were measured by LC-MS/MS, as previously described [30].

### 2.3. Renal Function and Morphometry

Mouse specific enzyme-linked immunosorbent assays (ELISA) were used to measure urinary albumin excretion (Bethyl Laboratories, Montgomery, TX, USA), urinary kidney injury molecule-1 (KIM-1, USCN Life Sciences, Wuhan, China), and serum cystatin C (BioVendor, Mordice, Czech Republic) as per the manufacturer’s specifications. The glomerulosclerotic index (GSI) was assessed in periodic acid Schiff (PAS)-stained sections, as previously described [32]. In brief, PAS-stained kidney sections were graded on a scale of 1–4: 1 = up to 25% sclerotic area, 2 = 25–50% sclerotic area, 3 = 50–70% sclerotic area, and 4 = more than 75% sclerotic area. GSI is then calculated as GSI = [(1 × N1) + (2 × N2) + (3 × N3) + (4 × N4)]/(N0 + N1 + N2 + N3 + N4), where nx is the number of glomeruli in each grade of glomerulosclerosis.

The immunohistochemistry for collagen IV and fibronectin were performed on paraffin-embedded kidney sections, as previously described [32] using a goat polyclonal anti-collagen IV antibody (Southern Biotech, Birmingham, AL, USA) and a rabbit polyclonal anti-fibronectin antibody (Abcam, Cambridge, UK), respectively. Tubulointerstitial fibrosis in kidney sections was examined using picrosirius red staining, as previously described [32]. Quantitation of immunohistochemistry (brown staining) and tubulointerstitial fibrosis (red staining) was performed by computer-aided densitometry (Image-Pro Plus 6.0, software v6.0, Rockville, MD, USA). Quantitation of renal morphology was performed in a blinded manner with the investigator unaware of the treatment groups of each kidney section.

### 2.4. Mitochondrial Oxygen Consumption

Mitochondria was isolated from freshly collected renal cortex [33]. Isolated mitochondria were used to measure real-time respiration, as previously described [33]. In brief, mitochondria were loaded into a XFe96well Seahorse Bioanalyzer plate (Seahorse Bioscience, Agilent, Santa Clara, CA, USA) with a minimum of five replicate wells per mouse. For complex I respiration, 0.4 μg of mitochondria was loaded per well with 10 mM glutamate and 10 mM malate. Basal respiration with substrates was measured twice for 3 min each, followed by subsequent injections of (A) 0.5 mM ADP (State 3o), (B) 2.5 μg/μL oligomycin (State 4), (C) 1 μM carbonyl cyanide trifluoromethoxy phenylhydrazone (FCCP) (State 3u), and (D) 4 μM antimycin-A. Data were analyzed per individual mouse with each injection point assessed for a successful response via pre-defined criteria [33]. Basal respiration (OCR before first injection minus OCR after antimycin A injection), ATP-linked respiration (OCR after ADP injection minus basal OCR), proton leak respiration (OCR after oligomycin injection minus OCR after antimycin A injection), maximal respiration (OCR after FCCP injection minus OCR after antimycin A injection), and spare respiratory capacity (OCR after FCCP injection minus basal OCR) were then calculated.

### 2.5. Mitochondrial Hydrogen Peroxide Production

Hydrogen peroxide production was measured in isolated mitochondria using the Amplex Red reagent, as previously described [34]. To assess complex I-stimulated hydrogen peroxide production, 10 mM glutamate and 10 mM malate were added, for complex II, 10 mM succinate and 5 μM rotenone (a complex I inhibitor) were added.

### 2.6. Western Immunoblotting

Renal cortices were homogenized using a Next Advance Bullet Blender 24 (Averill Park, NY, USA) at 4 °C, with 1.00 and 2.00 mm beads at speed 8 for 4 min in a RIPA extraction buffer (50 mM Tris-HCl, 150 mM NaCl, 1% Triton X-100, 0.5% sodium deoxycholate, 0.1% SDS) at pH 7.4, containing a protease/phosphatase inhibitor cocktail (#5872, Cell Signaling Technology, Danvers, MA, USA). The protein content was determined using a BCA Protein Assay Kit (Pierce-Thermo Fisher Scientific, Melbourne, Australia). Equal amounts of the protein were separated on 4–20% Mini-Protean TGX Stain-Free gels (Bio-Rad Laboratories, Gladesville, NSW, Australia). Gels were then transferred to a polyvinylidene fluoride (PVDF) membrane on Turbo-Transfer (Bio-Rad laboratories, Gladesville, NSW, Australia). Membranes were blocked in 5% skim milk-Tris buffered saline, 0.1% Tween-20 (TBS-T) for 1 h before blotting with a MG-H1 antibody (hm5017; Hycultec GmbH, Beutelsbach, Germany) overnight at 4 °C. After washing and incubating with an HRP-conjugated polyclonal anti-mouse secondary antibody (P0260, Agilent Technologies, Mulgrave, VIC, Australia), membranes were visualized using a ChemiDoc™ Touch Imaging System (Bio-Rad laboratories, Gladesville, NSW, Australia). Samples were normalized by whole-lane stain free quantification to verify equal loading between lanes.

### 2.7. RNA Sequencing and Analysis

Approximately 200 ng of total RNA underwent RNA depletion using the NEBNext rRNA Depletion Kit followed by library construction using an NEBNext Ultra II Directional RNA Library Prep Kit for Illumina (both from New England BioLabs Inc., Ipswich, MA, USA). Barcoded libraries underwent Illumina 100 cycle single-read sequencing at the Australian Genome Research Facility, Melbourne, using HiSeq v4 reagents. Reads underwent trimming in Skewer v0.2.2 [35] in order to remove bases with a quality less than Phred 20. Reads were then mapped to Gencode mouse v25 transcripts with kallisto v0.46.1 [36]. Tabular data were read into R v4.0.2 for downstream analysis. Transcript level counts were then aggregated to gene level counts. For each contrast, genes with an average of fewer than 10 counts were excluded. The resulting count matrix underwent differential analysis with DESeq2 v1.28.1 [37]. Mouse gene names were mapped to humans using data from Ensembl Biomart v101 [38]. The enrichment analysis was performed using mitch v1.0.8 [39] with gene sets from Reactome [40] (obtained 8 October 2020). Additionally, gene sets related to diabetes were obtained from MsigDB v7.2 [41]. Genes and gene sets with false discovery rate adjusted *p*-values (FDR) < 0.05 were considered statistically significant.

### 2.8. Statistical Analysis

Data were analyzed with the GraphPad Prism 7.01 statistical software package. All data, except RNASeq data (see above), are presented as the mean ± standard error of the mean (SEM). A two-way analysis of variance (ANOVA) was used to detect the main effects for genotype (WT vs. Akita) and treatment (Vehicle vs. MitoGamide), followed by Tukey’s post hoc test to analyze the differences between individual experiment groups. A *p* < 0.05 was considered as statistically significant.

## 3. Results

### 3.1. Characterization of Diabetes, Body Composition, Physical Activity, and Respiration

MitoGamide was detected in the heart, kidney, and liver in mice 1 h after oral gavage (Figure S1). In this study, at 22 weeks of age (see Figure 1b for experimental timeline), Akita mice exhibited a significant increase in plasma glucose (Figure 1c) and HbA_1c_ levels (Figure 1d). The body weight of Akita mice was significantly reduced when compared to their WT littermates (Figure 1e). The reduction in bodyweight of Akita mice coincided with a significant reduction in fat mass (Figure 1f) and lean body mass (Figure 1g). However, the total food intake was significantly increased in Akita mice when compared to WT mice (Figure 1h). The diabetes status and body composition of Akita mice were not altered by the MitoGamide treatment (Figure 1).

The daily physical activity of mice was assessed by ‘beam breaks’ in X + Y + Z directions in the CLAMS system over 24 h and divided across the light (inactive/sleep) and dark (active) cycles. No change in physical activity was observed across groups in the light cycle. However, Akita mice exhibited a significant reduction in physical activity compared to WT mice during the active phase, regardless of treatment (Figure 1i). The whole body respiration was analyzed via changes in oxygen consumption (VO_2_) and carbon dioxide production (VCO_2_). Akita mice had increased oxygen consumption (Figure 1j) and increased carbon dioxide production (Figure 1k) during the active cycle when compared to WT controls. This increase in energy expenditure partly explains why even with increased total food intake in a 24-h period, Akita mice still had reduced body weight when compared to the WT control. MitoGamide had no effect on the whole body respiration or eating behaviour in Akita mice.

### 3.2. MitoGamide Does Not Protect against Diabetes-Induced Renal Injury

As expected, diabetes was associated with an increase in urine volume (Figure 2a) and renal hypertrophy as shown as an increase in the left kidney to the body weight ratio (Figure 2b), both of which were not affected by the MitoGamide treatment. Urinary albumin was significantly increased in Akita mice, indicating a renal functional abnormality at both mid-point (Figure 2c) and end-point (Figure 2d) of the study. Interestingly, Akita mice treated with MitoGamide had a further increase in urinary albumin excretion at mid-point. However, there was no change in urinary albumin between vehicle and MitoGamide-treated Akita mice at the end-point of the study. Plasma cystatin C, a marker of glomerular filtration rate, was reduced in Akita mice at both mid-point (Figure 2e) and endpoint (Figure 2f), indicating that Akita mice exhibited hyperfiltration and this was not affected by the MitoGamide treatment. Urinary excretion of the tubular damage-associated marker, KIM-1, was increased in Akita mice and was not changed by the MitoGamide treatment (Figure 2g,h). Collectively, these results suggest that the treatment with MitoGamide does not impact on diabetes-induced renal injury in Akita mice.

### 3.3. MitoGamide Does Not Attenuate Renal Pathology in Akita Mice

Glomerulosclerosis in the kidney was assessed histologically. As expected, Akita mice had an increase in GSI when compared to WT controls (Figure 3a,e). After 16 weeks of MitoGamide treatment, there was a small, but significant, reduction of GSI in the Akita mice (Figure 3e). Although a similar trend was observed in glomerular fibronectin immunostaining, the reduction by MitoGamide in Akita mice was not significant (Figure 3b,f). No change was observed in the increase of glomerular collagen IV immunostaining in MitoGamide-treated Akita mice when compared to vehicle-treated Akita mice (Figure 3c,g). Picrosirius red staining was used to assess the degree of tubulointerstitial fibrosis. There was no significant difference in tubulointerstitial fibrosis across all groups, which is not surprising as the Akita mouse model bred onto the C57BL/6J background is known to not exhibit marked changes in the tubulointerstitium [42].

### 3.4. MitoGamide Does Not Inhibit the Formation of Renal Advanced Glycation Endproducts (AGEs) and Alter Mitochondrial Respiration

Methylglyoxal-derived hydroimidazolone-1 (MG-H1) is the most common product in serum and tissues when methylglyoxal reacts with an arginine residue of a protein [20,43]. There was an overall increase in methylglyoxal-derived MG-H1 in the renal cortex in Akita mice (*p* < 0.0084) (Figure 4a,b), but this was unchanged with the MitoGamide treatment. The levels of H_2_O_2_ produced by isolated mitochondria from the kidney cortex were found to be significantly reduced in Akita mice with no difference between the vehicle and MitoGamide-treated mice (Figure 4c).

Renal cortical mitochondrial OCR were measured by the Seahorse Bioanalyzer using glutamate/malate to test the complex I-linked respiration. There was a significant increase in basal, ATP-linked, proton leak, maximal respiratory capacity, and spare OCR (Figure 4d) in cortical mitochondria from Akita mice. Interestingly, the maximal respiratory capacity of cortical mitochondria was significantly increased by MitoGamide in both WT and Akita mice (Figure 4d).

### 3.5. Characterization of the Kidney Transcriptome Using RNA Sequencing

Exploratory studies using transcriptomics in kidney cortex showed that gene expression changes in diabetes were largely attenuated by the MitoGamide treatment (Figure 5a). 

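Transcriptomes of the kidney cortex were measured by sequencing total RNA after depletion of ribosomal RNA, with 5 mice in each of 8 groups. Ins2-Akita mice carry a mutated insulin gene and develop diabetes without obesity. The groups behind Figure 5 were WT mice on the ethanol vehicle, Akita mice on the same vehicle and Akita mice given MitoGamide at 10 mg/kg for 16 weeks. The deposited table held estimated counts for 55401 genes in 40 libraries. The authors mapped the reads to transcripts with kallisto, which divides a read among the transcripts it matches, and summed the transcripts of each gene. Reads shared by a gene and a near-identical copy, such as a processed pseudogene, can therefore be divided between both. The values were whole numbers and were not scaled between libraries. The libraries of Akita mice on vehicle held between 14753200 and 20200261 estimated counts, with a median of 19075147. Those of Akita mice on MitoGamide held between 14161145 and 18667162, with a median of 15655436, and those of WT mice on vehicle held between 15289948 and 24321424, with a median of 18178354. WT mice given MitoGamide were also sequenced (between 11690029 and 21357309, median 14234163). A separate arm on a water vehicle held WT and Akita mice on water and on MitoQ, a mitochondria-targeted antioxidant. These libraries ranged from 9964109 to 16318325 in WT mice on water (median 15166144) and from 9106654 to 23109915 in Akita mice on water (median 14907446). They ranged from 9179473 to 17653858 in WT mice on MitoQ (median 11918426) and from 14599613 to 17903654 in Akita mice on MitoQ (median 15723534). Each contrast was fitted on its own 10 libraries with edgeR's quasi-likelihood test after TMM normalization, for genes with a mean of at least 10 counts over these libraries. This left 17747 genes for diabetes and 17051 for MitoGamide in Akita mice. P-values were adjusted by the Benjamini-Hochberg method, and genes are named as called where the adjusted p was under 0.05. Standard errors were taken as the size of the log2 fold change divided by the square root of the F statistic. Gene positions were taken from GENCODE mouse release 21 on the GRCm38 genome, in which 99.5% of the gene identifiers were found, whereas the authors mapped to release 25. The paper names DESeq2 for the test.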

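In Akita mice on the ethanol vehicle, 2910 genes differed from WT mice with an adjusted p under 0.05 from edgeR's quasi-likelihood test, with a median change of 0.45 on the log2 scale. With all 40 libraries in one fit, 873 genes were called. In 12.7% of the tested genes the 5 Akita values did not overlap the 5 WT values, against 0.794% on average over all groupings. Kynu (ENSMUSG00000026866.16, chromosome 2 of GRCm38, 43555329 to 43682715), which encodes kynureninase, was at 40.7 ± 5.79 CPM (counts scaled to the library's total over the tested genes, with TMM normalization over the 10 libraries of the contrast; SD, n = 5) in Akita and 6.83 ± 1.56 in WT mice, a log2 fold change of 2.56 (standard error 0.14, adjusted p = 2.421e-07 from edgeR's quasi-likelihood test). Ugt1a10 and Pdxk rose by 4.78 and 1.25 on the log2 scale. Ugt1a10 shares exons with other genes of its family, so its reads may have been divided among them. Among the genes that fell, Hsd17b11 (ENSMUSG00000029311.16, chromosome 5, 103989762 to 104021919) was at 76.8 ± 3.89 CPM in Akita and 192 ± 10.6 in WT mice (SD, n = 5), a log2 fold change of -1.32 (standard error 0.06, adjusted p = 4.896e-08 from the same edgeR test). Ly6e changed by -1.62 and the pseudogene Gm6300 by -6.16 on the log2 scale. All 6 genes stayed under an adjusted p of 0.05 in the edgeR test in each of the 10 fits that left out 1 library. With MitoGamide, the log2 fold change in Akita mice was -0.06 for Kynu, -0.07 for Ugt1a10, -0.11 for Pdxk, 0.13 for Hsd17b11 and 0.14 for Ly6e, and none of these 5 had an adjusted p under 0.05 in the edgeR test. Gm6300 had too few counts to be tested.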

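Across 16966 genes tested in both contrasts, the signed significance of the diabetes effect and that of the MitoGamide effect had a Spearman correlation of -0.186. Both contrasts use the same Akita vehicle libraries, which by itself makes this correlation negative. With simulated MitoGamide groups drawn without a difference from the vehicle group, it was -0.237 on average over 30 simulations, between -0.250 and -0.217. On differences of mean log2 CPM, the correlation was -0.152, and all ways to assign the 10 Akita libraries to vehicle and MitoGamide gave -0.285 on average. Of these assignments, 165 were as negative as the actual one (one-sided exact permutation test, p = 0.655). The more negative ones were mostly those with MitoGamide replicate 5 in the vehicle group. The p-value therefore depends strongly on where 1 library is placed. Without this library the correlation of signed significance in the actual groups was -0.271. With the diabetes effect taken from the water vehicle arm, which shares no library with the MitoGamide contrast, the correlation of signed significance was 0.076. That of mean differences was 0.0079 (two-sided exact permutation test, p = 0.984). The water arm measures diabetes less well, with 101 genes called. Its diabetes effect had a Spearman correlation of 0.462 with that of the ethanol arm. Without 1 library the value of 0.076 ranged from -0.0949 to 0.294, so it does not exclude attenuation. Genes are not independent replicates in such correlations. From the ranks of the genes in both contrasts (Figure 5a), the paper concludes that MitoGamide attenuated a large part of the expression changes seen in diabetes.

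**Figure D1:**
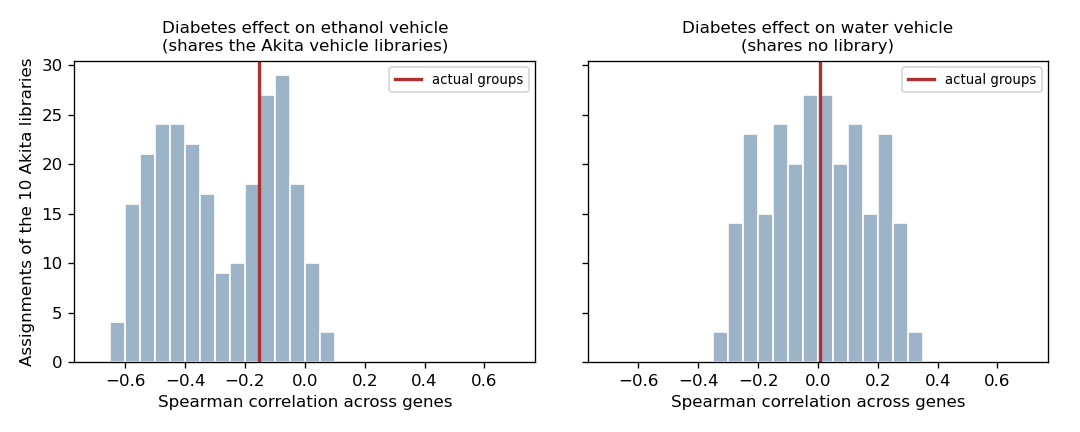
Spearman correlation across genes of the diabetes effect and the MitoGamide effect on mean log2 CPM, for all assignments of the 10 Akita libraries of the ethanol arm to vehicle and MitoGamide (bars) and for the actual groups (line). With the diabetes effect of the ethanol arm (left) the assignments average -0.285 and the actual groups give -0.152. The assignments form 2 peaks, the lower one mostly with MitoGamide replicate 5 in the vehicle group. With the diabetes effect of the water arm (right) the actual groups give 0.0079.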

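On the ethanol vehicle, 1451 genes were higher and 1459 lower in Akita than in WT mice. Of the genes higher in diabetes, 13 (0.896%) were lower with MitoGamide, and of the genes lower in diabetes, 31 (2.12%) were higher with MitoGamide, each with an adjusted p under 0.05 in both contrasts from edgeR's quasi-likelihood test. A further 2 genes were higher in both contrasts and 3 were lower in both. With DESeq2 the percentages were 5.24% and 7.97%. The edgeR percentages ranged from 0 to 5.38% and from 0 to 8.29% when 1 library was left out, and were highest without replicate 5 of the MitoGamide group.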

Approximately 5% of genes that were upregulated in diabetes were attenuated by the MitoGamide treatment and almost 9% of genes that were downregulated in diabetes were restored/upregulated by the MitoGamide treatment (Figure 5b). The differential gene expression (DGE) analysis identified 1050 DGEs, of which 732 were upregulated by the MitoGamide treatment in Akita mice and 318 were downregulated (Figure 5c). 

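With edgeR's quasi-likelihood test, 214 of the tested genes had an adjusted p under 0.05 for MitoGamide against vehicle in Akita mice, 142 higher and 72 lower, and 3564 had an unadjusted p under 0.05. DESeq2 with the same filter gave 636 higher and 386 lower genes. The number was sensitive to leaving out a library. Without any 1 of the 5 vehicle libraries, between 0 and 4 genes were called, so no single vehicle library accounts for the calls. A fit with 1 library fewer also has less power, so a lost call alone does not show dependence on that library. Among the MitoGamide libraries, leaving out replicate 1 gave 212 genes, replicate 2 gave 13, replicate 3 gave 101, replicate 4 gave 30 and replicate 5 gave 802. The median size of the called log2 fold changes was 0.54. Commd1b (ENSMUSG00000098650.1, chromosome 11, 22834744 to 22982090) was at 21.7 ± 3.19 CPM with MitoGamide and 10.19 ± 1.276 with vehicle (SD, n = 5), a log2 fold change of 1.09 (standard error 0.12, adjusted p = 0.00719 from edgeR's quasi-likelihood test). Rpl14-ps1 on chromosome 7 and Ube2n-ps1 on chromosome 5, which are processed pseudogenes whose reads can be divided with the genes they were copied from, rose by 1.30 and 0.94 on the log2 scale. Srcin1 (ENSMUSG00000038453.17, chromosome 11, 97509340 to 97576186) was at 13.9 ± 2.48 CPM with MitoGamide and 24.0 ± 1.60 with vehicle (SD, n = 5), a log2 fold change of -0.79 (standard error 0.12, adjusted p = 0.0264 from edgeR's quasi-likelihood test). BC024386, a processed transcript on chromosome 7, changed by -0.61, and Gm37167, an unclassified transcript on chromosome 9, was counted in only 1 of the 5 MitoGamide libraries. These 6 genes were chosen among those whose values did not overlap between the groups. Leaving out 1 library at a time, Commd1b and Rpl14-ps1 stayed under an adjusted p of 0.05 in the edgeR test in 8 of 10 fits, Ube2n-ps1 and Gm37167 in 6, and BC024386 and Srcin1 in 4. Over these fits the log2 fold change was between 1.04 and 1.16 for Commd1b and between -0.865 and -0.712 for Srcin1. Their adjusted p from the edgeR test was at most 0.0524 and 0.0758.

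**Figure D2:**
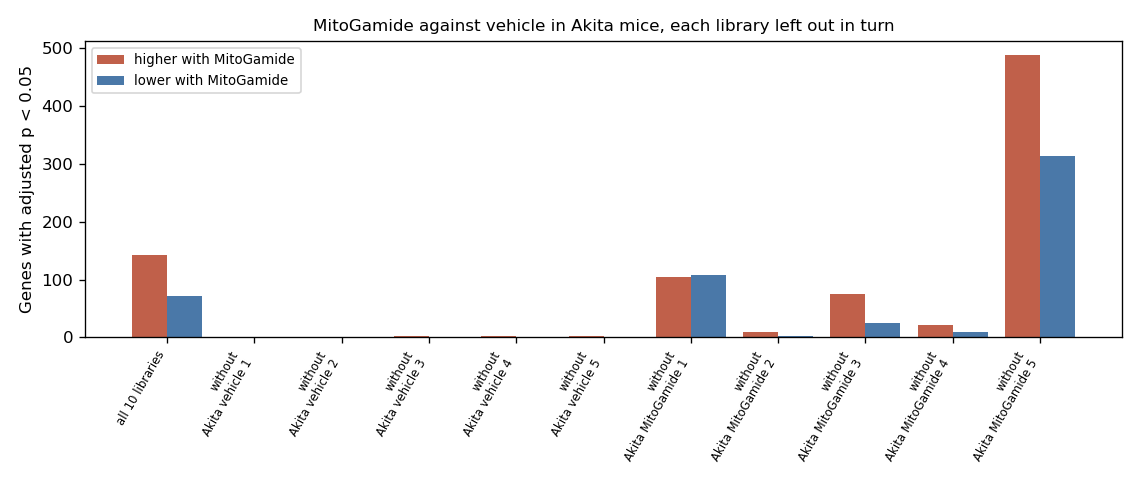
Number of genes with an adjusted p under 0.05 (y axis) that were higher (red) or lower (blue) with MitoGamide than with vehicle in Akita mice, with all 10 libraries and with each library left out in turn. The bars nearly vanish when a vehicle library is left out, with at most 4 genes, and are tallest without MitoGamide replicate 5.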

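The mouse Reactome sets distributed with fgsea were tested with camera, which compares the members of a set with all other genes and allows for a preset correlation among them, here 0.01. Of 867 sets with at least 10 tested genes, 297 had an adjusted p under 0.05 for MitoGamide against vehicle in Akita mice, 295 raised and 2 lowered. The olfactory signaling pathway ranked first, with 76 tested genes, an effect size s of -0.494, which compares the mean rank of the members with that of the other genes as in mitch, and a camera adjusted p of 7.912e-06. The immune system set followed at rank 126, with s = 0.203 over 687 genes and a camera adjusted p of 0.00414. The adaptive immune system had s = 0.218, signaling by the B cell receptor 0.252 and signaling by interleukins 0.277, with camera adjusted p of 0.00365, 0.00434 and 0.00656. Under fry, a rotation test, the 4 immune sets stayed under an adjusted p of 0.05 and the olfactory set was at 0.0582. With the correlation estimated for each set in place of the preset one, camera called 0 sets, and 165 had an unadjusted p under 0.05. The shifts were small for single genes. In the immune system set, 62.2% of the members were higher with MitoGamide and 7 were called. Rap1a (ENSMUSG00000068798.10, chromosome 3, 105727267 to 105801336) was at 33.0 ± 1.40 CPM with MitoGamide and 25.0 ± 1.21 with vehicle (SD, n = 5), a log2 fold change of 0.40 (standard error 0.06, adjusted p = 0.0264 from edgeR's quasi-likelihood test). Arpc3 and Rap1b rose by 0.35 and 0.44 on the log2 scale, with adjusted p of 0.0395 and 0.0407 from the edgeR test, and each of these 3 genes lost its call in at least 7 of the 10 fits that left out 1 library. Psmd12 and Psmc6, which rose by 0.30 and 0.32 on the log2 scale, and Tnip2, which changed by -0.58, opposite to its set, are among the leading genes of the B cell receptor and interleukin sets. They had adjusted p between 0.0540 and 0.0628 in the edgeR test, and between 0.0041 and 0.0124 with DESeq2.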

The reactome gene set analysis (Figure 5d) identified that the top 25 significantly altered pathways induced by the MitoGamide treatment are associated with the olfactory signaling pathway (Figure 5e), the immune system, including the immune system (Figure 5f), adaptive immune system, signaling by the B cell receptor (BCR), signaling by interleukins and neutrophil degranulation. In addition, gene sets associated with mitochondria such as the citric acid (TCA) cycle and respiratory electron transport were elevated in diabetes and exacerbated by the MitoGamide treatment (Figure 5g). 

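The set of the TCA cycle and respiratory electron transport held 131 tested genes. In diabetes its effect size s was 0.297 with a camera adjusted p of 0.0170, and 77.1% of its members were higher. With MitoGamide in Akita mice s was 0.225 with a camera adjusted p of 0.00416, and 63.4% of its members were higher. Under fry the adjusted p was 0.385 for diabetes and 0.193 for MitoGamide. In diabetes the camera call held in 7 of the 10 fits that left out 1 library, and with MitoGamide in all 10. Cycs (ENSMUSG00000063694.5, chromosome 6, 50562563 to 50566538), which encodes cytochrome c, was at 83.0 ± 7.07 CPM with MitoGamide and 55.6 ± 9.34 with vehicle (SD, n = 5), a log2 fold change of 0.58 (standard error 0.11, adjusted p = 0.0407 from edgeR's quasi-likelihood test). Ndufv2 on chromosome 17 rose by 0.43 on the log2 scale, with an adjusted p of 0.0426 from the edgeR test. Both genes kept their call in 2 of the 10 fits that left out 1 library. Ppargc1a, which encodes PGC-1α, was higher in diabetes by 0.32 on the log2 scale with an adjusted p of 0.00643 from the edgeR test, and differed by 0.05 with MitoGamide, with an adjusted p of 0.814.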

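Translation ranked next after the olfactory set among the Reactome sets with MitoGamide in Akita mice, with 141 tested genes and an effect size s of 0.387, and its adjusted p was 0.0296 under fry. Of its members, 74.5% were higher with MitoGamide and 5 were called. Eif2s2 (ENSMUSG00000074656.12, chromosome 2, 154871410 to 154892935) was at 47.5 ± 5.00 CPM with MitoGamide and 34.5 ± 1.63 with vehicle (SD, n = 5), a log2 fold change of 0.46 (standard error 0.08, adjusted p = 0.0299 from edgeR's quasi-likelihood test). Rps24 on chromosome 14 rose by 0.48 on the log2 scale, with an adjusted p of 0.0299 from the edgeR test. Post-translational protein modification, with 254 tested genes, had s = 0.112 and a camera adjusted p of 0.124, and 54.7% of its members were higher. Its leading members Thbs1 and St3gal1 rose by 0.50 and 0.50 on the log2 scale, with adjusted p of 0.0348 and 0.0498 from the edgeR test. When 1 library was left out, Eif2s2 and Thbs1 kept their call in 3 of 10 fits, and Rps24 and St3gal1 in 2. The main axis of replicate differences was taken from 15 libraries outside the contrast. On it, mean loadings x 1000 were -11.5 for cytosolic ribosomal protein genes, -9.43 for nuclear respiratory chain genes and 10.1 for olfactory receptor genes. MitoGamide libraries lay lower on this axis (mean -41.4) than vehicle libraries (-22.6). The shifts of the translation, TCA cycle and olfactory sets cannot be told apart from this difference.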

Interestingly, gene sets associated with translational and post-translational of proteins, such as post-translational protein modification (Figure 5h), translational and metabolism of RNA were also affected by the MitoGamide treatment, which could partly explain why changes observed in the kidney transcriptome did not result in phenotypic changes [44].

## 4. Discussion

The key finding of this study is that the novel mitochondria-targeted compound, MitoGamide, does not offer renoprotection in the spontaneously diabetic Akita mouse model. After 16 weeks of treatment, MitoGamide exhibited no impact on the underlying diabetes phenotype, body composition or physical activity. The renal function and pathology were not affected by the MitoGamide treatment in Akita mice. Mitochondrial respiration was mildly affected by MitoGamide with a further increase in maximal capacity of the respiratory chain. RNA sequencing revealed significant changes in gene sets involved in the olfactory signaling pathway, the immune system and mitochondrial metabolism, and function in the kidney of Akita mice treated with MitoGamide. However, whether these transcriptomic changes translate to specific phenotypes requires further investigation. Importantly, these changes do not lead to major effects on diabetes-related renal functional or structural abnormalities.

Akita mice are a well characterized model of non-obese and hypo-insulinemic diabetes and exhibit more severe kidney dysfunction when compared to streptozotocin-induced diabetic mice of the same genetic background [45]. Unlike chemically-induced diabetic mice, Akita mice are not exposed to the confounding effects of enhanced oxidative stress caused by chemicals such as streptozotocin [46]. Furthermore, since the mitochondria appear to be a highly sensitive target for streptozotocin toxicity [47], genetic models of type 1 diabetes, such as the Akita mouse may be more suitable for studying diabetes-associated alterations in mitochondrial function and oxidative stress. We have previously shown that at 26 weeks of age, Akita mice display increased in albuminuria, glomerulosclerosis, and oxidative stress, which features a reminiscent of human DKD [48]. 

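In diabetes, 73 of 875 Reactome sets had a camera adjusted p under 0.05, 33 raised and 40 lowered. Of 100 drawn splits of the libraries, 28 gave as many sets. With the correlation estimated for each set, camera called 0. Within the TCA cycle and respiratory electron transport set, 14 genes were called by edgeR's quasi-likelihood test, 11 higher and 3 lower, and the median log2 fold change of the set's genes was 0.09. In diabetes on the water vehicle the set had an effect size s of 0.0199 and a camera adjusted p of 0.920, 43.6% of its members were higher and 0 were called.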

In this study, we observed a mild but significant increase in cortical mitochondrial basal, ATP-linked, proton leak, maximal respiratory, and spare capacity OCR in Akita mice, as well as changes in gene sets associated with the TCA cycle and respiratory electron transport. In a previous study by another group, kidney mitochondria isolated from 12 week old Akita mice showed induction of TCA cycle enzymes, however, mitochondrial respiration, ATP synthesis, and morphology were unaffected in the kidney [49]. In contrast, state 3 respiration, ATP synthesis, and mitochondrial cristae density were decreased in cardiac mitochondria and were accompanied by the coordinate repression of OXPHOS and peroxisome proliferator-activated receptor gamma coactivator 1-alpha (PGC-1α) transcripts, suggesting that changes in mitochondria in Akita mice are organ-specific and that there is an increased susceptibility of cardiac mitochondria to diabetes-induced dysfunction [49]. Thus, even though we have shown that MitoGamide offers cardioprotection in Akita mice using the same treatment regime as reported in this study [29], the lack of renoprotective effects of MitoGamide in the kidney could be partly due to Akita mice not displaying a significant mitochondrial dysfunction in the kidney.

Glycation is the non-enzymatic post-translational modification of proteins that is enhanced in diabetes, forming AGEs, and is associated with the development of diabetic complications [50]. The main precursors of AGEs are glucose and reactive dicarbonyls such as methylglyoxal and glyoxal [50]. Methylglyoxal and glyoxal react with lysine, arginine, and cysteine residues in proteins to form irreversible carbonyl adducts [30]. A previous study has shown that overexpression of a methylglyoxal detoxifying enzyme, glyoxalase-1 (Glo-1), reduces hyperglycemia-induced levels of carbonyl stress, AGEs and oxidative stress in streptozotocin-induced diabetic rats, demonstrating the link between glycation and oxidative stress in diabetes [51]. MitoGamide is a derivative of the mitochondrial probe, MitoG which was developed to assess the mitochondrial levels of methylglyoxal and glyoxal [28]. MitoGamide reacts with and sequesters glyoxal and methylglyoxal to form the inactive products methylquinoxaline amide (MQA) and quinoxaline amide (QA). Its enhanced stability is intended to enable MitoGamide to accumulate in mitochondria, sequester reactive 1,2-dicarbonyls and thereby decrease mitochondrial damage and ameliorate diabetic complications such as diabetic cardiomyopathy [30]. Surprisingly, although complications in Akita mice are primarily driven by high glucose, a previous study has shown that AGEs were not increased in the liver, kidney, plasma, and heart from Akita mice [30]. Although we observed a small but significant increase of MG-H1 in the kidney cortex, the lack of a reduction in MG-H1 accumulation in the kidneys of Akita mice with the MitoGamide treatment may be an explanation for why MitoGamide failed to confer renal benefits in this model.

While we did not observe significant changes to diabetes-induced renal phenotypes by the MitoGamide treatment in this study, the RNASeq analysis revealed several significant changes. 

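The values of the 5 Akita mice on MitoGamide and the 5 on vehicle did not overlap for 1288 genes, 7.55% of the tested genes, against 0.794% by chance. Among them were 209 of the 214 genes called by edgeR's quasi-likelihood test.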

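Counts on olfactory receptor genes (Olfr) made up 469 ± 67.2 CPM of the library total, without TMM normalization, in Akita mice on vehicle and 342 ± 71.7 CPM in Akita mice on MitoGamide (SD, n = 5; two-sided exact permutation test on log2 values, p = 0.0317). Of the 1410 olfactory receptor genes in the table, 140 reached the minimum count for the MitoGamide contrast, and the mean count of these had a median of 21.35. Their median log2 fold change with MitoGamide was -0.37, 88.6% were lower, and 0 were called by edgeR's quasi-likelihood test. The leading genes of the set, Olfr829 and Olfr986, changed by -0.96 and -0.41 on the log2 scale, with adjusted p of 0.0658 and 0.0730 from the edgeR test. With DESeq2 the adjusted p of Olfr986 was 0.0244. Vomeronasal receptor genes (Vmn), which belong to another receptor family, fell as well, from 375 ± 56.7 CPM to 279 ± 56.6 CPM (SD, n = 5; two-sided exact permutation test, p = 0.0317).

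**Figure D3:**
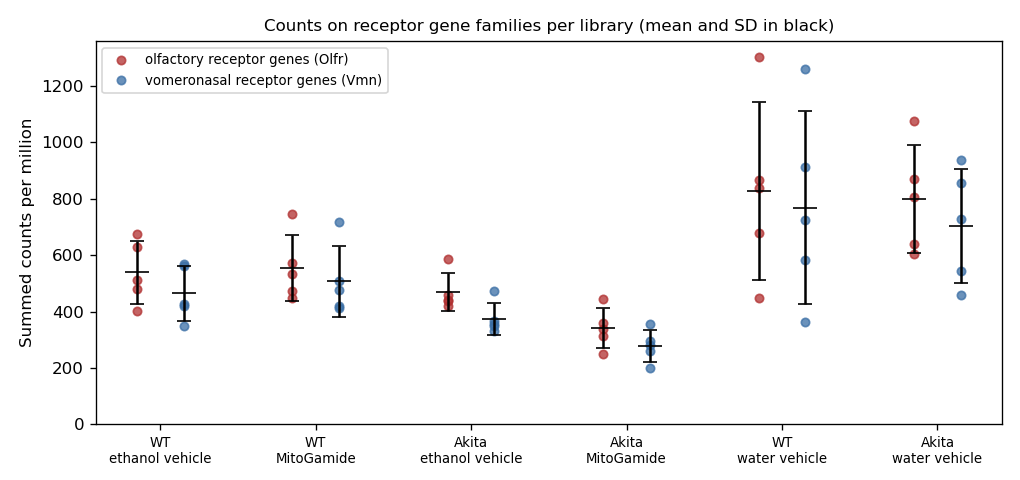
Summed CPM of olfactory receptor genes (red) and vomeronasal receptor genes (blue) in each library of the ethanol arm and of the water vehicle groups, with the mean and SD of each group in black. Both families fall from Akita ethanol vehicle, at 469 and 375 CPM, to Akita MitoGamide, at 342 and 279 CPM, and both are highest on the water vehicle.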

Gene sets associated with the olfactory signaling pathway were further decreased in the diabetic kidney by MitoGamide. While originally thought to be restricted to the nose, key components of olfaction have been found to be expressed in the renal distal nephron and may play a role in the juxtaglomerular apparatus to modulate GFR, renin secretion, and blood pressure [52,53]. Furthermore, olfactory receptor, Olfr1393, is found to be expressed in the proximal tubular cells and is important for glucose handling and Sglt1 regulation, with Olfr1393 knockout mice exhibiting improved glucose tolerance that likely stems from urinary glucose wasting [54]. In this study, we found that gene sets associated with the olfactory signaling pathway were downregulated in diabetes and MitoGamide further reduced these transcripts. 

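In diabetes, the olfactory signaling pathway had an effect size s of -0.214 over 93 tested genes and a camera adjusted p of 0.269. The median log2 fold change of the olfactory receptor genes was -0.14, 77.3% of them were lower, and their summed counts did not differ beyond the spread between mice (two-sided exact permutation test, p = 0.246). On the water vehicle the set's s in diabetes was 0.112, the opposite direction, with a camera adjusted p of 0.684. Olfr1393 (ENSMUSG00000059864.2, chromosome 11, 49278304 to 49282769) was at 1.06 ± 0.365 CPM in Akita and 0.738 ± 0.267 CPM in WT mice on vehicle (SD, n = 5), a log2 fold change of 0.49 (standard error 0.30, adjusted p = 0.303 from edgeR's quasi-likelihood test). With MitoGamide in Akita mice it changed by -0.46 (standard error 0.31, adjusted p = 0.415 from the edgeR test), at a mean of 14.8 counts per library.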

The implications of these changes require further investigation but are unlikely to be directly linked to renal injury in diabetes.

Furthermore, several immune-associated pathways were modulated by MitoGamide in the diabetic kidney. 

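Of the members of the sets, 63.0% were higher with MitoGamide in Akita mice in the adaptive immune system, 66.5% in signaling by the B cell receptor and 72.0% in signaling by interleukins. The genes called by edgeR's quasi-likelihood test were 3 in the adaptive immune system, 0 in signaling by the B cell receptor and 0 in signaling by interleukins.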

Methylglyoxal is an effective modifier of immune function, including modulation of dendritic cell function [55], causing multiple and varied immune-deficiencies and reducing the ability of immune cells to respond appropriately to stimuli [56]. However, renal cortical methylglyoxal levels were not changed by MitoGamide in this study, thus whether MitoGamide affects the immune response in this model is not known. We have shown that MitoGamide was able to largely restore the downregulation of gene sets associated with the immune system in this study by RNASeq. However, it should be noted that the Akita mouse model is not typically an inflammatory model and does not develop tubular injury and macrophage infiltration up to 5 months of age [42]. Thus, it is difficult to interpret how changes in gene sets associated with the immune function in Akita mice may translate to relevant phenotypes.

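In diabetes, the immune system set had an effect size s of -0.0994 with a camera adjusted p of 0.375. Its 129 called members were 52 higher and 77 lower genes by edgeR's quasi-likelihood test. The adaptive immune system had s = -0.129, signaling by the B cell receptor -0.139 and signaling by interleukins -0.0973, with camera adjusted p of 0.254, 0.309 and 0.617. These values and those with MitoGamide share the Akita vehicle libraries. On the water vehicle the immune system set had s = -0.0928 in diabetes, with a camera adjusted p of 0.597.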

Type 2 diabetes is the more common form of diabetes and thus warrants further investigation. Recent findings from various trials of SGLT2 inhibitors including the renally dedicated CREDENCE (Canagliflozin and Renal Events in Diabetes With Established Nephropathy Clinical Evaluation) trial showed that SGLT2 inhibition reduced the risk of cardiovascular and renal events in type 2 diabetes regardless of HbA_1c_ [57], suggesting that the management of complications associated with type 2 diabetes continues to improve. However, the use of SGLT2 inhibitors in type 1 diabetes is still not generally recommended and may indeed be contraindicated due to the increased risk of ketoacidosis. Thus, novel therapies are urgently needed to reduce the burden of complications including renal disease associated with type 1 diabetes. Limitations of the current study include using a prophylactic regimen rather than a therapeutic approach where therapy is delayed until early signs of disease are evident, a common clinical scenario for treating and retarding diabetic complications. In addition, given the fact that liver has the highest tissue distribution of Mitogamide, future studies should examine the effects of MitoGamide on the liver. Lastly, the sample size in this study is relatively small. Another potential pitfall of the study is the potential occurrence of hyperglycemia induced hyperdiuresis and volume depletion. However, all mouse models of DKD display hyperglycaemia and renal hyperfiltration leading to excess urine output as a part of the pathophysiology of DKD.

## 5. Conclusions

Taken together, our data indicate that the Akita mouse model may not be a suitable model to study the renoprotective effects of MitoGamide. While showing some potential benefits of sequestering reactive dicarbonyls using MitoGamide through RNASeq, further work is required to fully elucidate the translational benefits of these results in other models of DKD, which display more prominent renal inflammation and potentially more severe renal mitochondrial abnormalities.

## Figures and Tables

**Figure 1:**
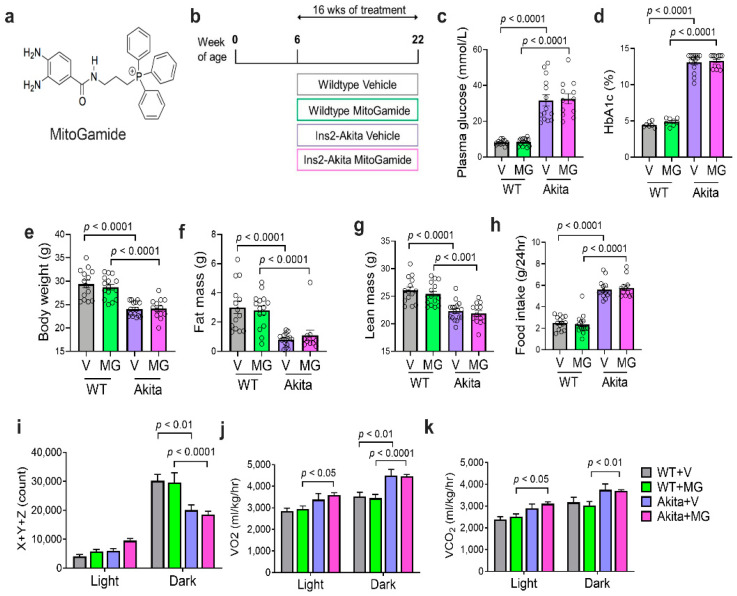
Characterization of diabetes, body composition, and physical activity of Akita mice following the MitoGamide treatment. (**a**) The chemical structure of MitoGamide; (**b**) schematic of experimental protocol. Plasma glucose (**c**), HbA_1c_, (**d**) and body weight (**e**) measured after 16 weeks of MitoGamide treatment. Body composition was measured by EchoMRI, including fat (**f**) and lean mass (**g**). Total food intake over a 24-h period (**h**). Physical activity as assessed by beam breaks in X + Y + Z planes over 24 h (**i**). Whole body oxygen consumption (**j**) and carbon dioxide production (**k**) were measured using the CLAMS metabolic chamber. Data are presented as mean ± SEM, *n* = 7–15 mice per group. Clear dots show the individual data points. Two-way ANOVA followed by Tukey’s post hoc test.

**Figure 2:**
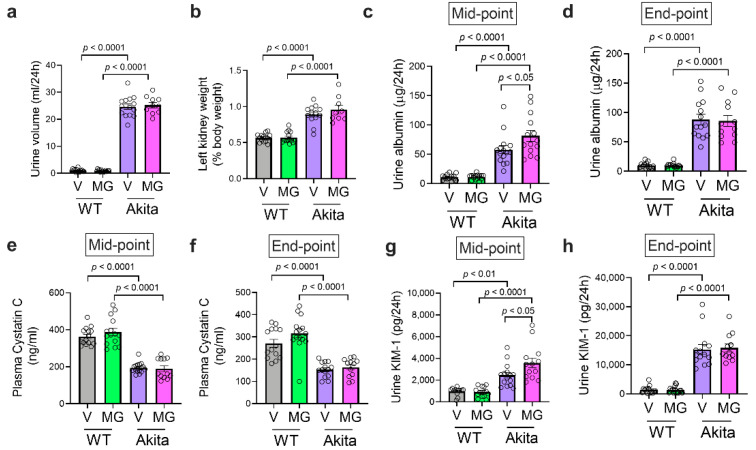
MitoGamide treatment does not attenuate diabetes-induced renal injury. (**a**) The 24-h urine volume was collected in metabolic cages. (**b**) The left kidney to body weight ratio after 16 weeks of MitoGamide treatment. Urinary albumin excretion at (**c**) mid-point and (**d**) end-point of the study. Plasma cystatin C at (**e**) mid-point and (**f**) end-point of the study. Urinary excretion of kidney injury molecule-1 (KIM-1) at (**g**) mid-point and (**h**) end-point of the study. Data are presented as mean ± SEM, *n* = 8–15 mice per group. Clear dots show individual data points. Two-way ANOVA followed by Tukey’s post hoc test.

**Figure 3:**
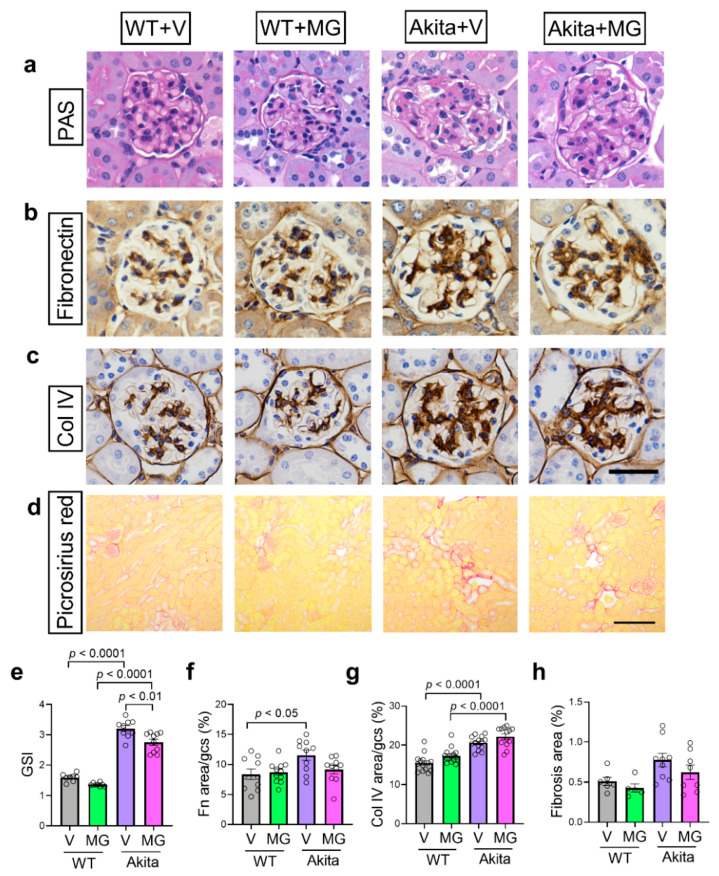
MitoGamide treatment does not attenuate diabetes-induced renal pathology. (**a**) Glomerulosclerotic index (GSI) was used to assess glomerulosclerosis in Akita mice after 16 weeks of MitoGamide treatment. Glomerular (**b**) fibronectin and (**c**) collagen IV were examined by immunohistochemistry. The scale bar is 50 μm. (**d**) Picrosirius red staining was used to assess tubulointerstitial fibrosis. The scale bar is 200 μm. Quantitation of (**e**) GSI, (**f**) fibronectin immunostaining, (**g**) collagen IV immunostaining, and (**h**) tubulointerstitial fibrosis area. Data are presented as mean ± SEM, *n* = 6–15 mice per group. Clear dots show individual data points. Two-way ANOVA followed by Tukey’s post hoc test.

**Figure 4:**
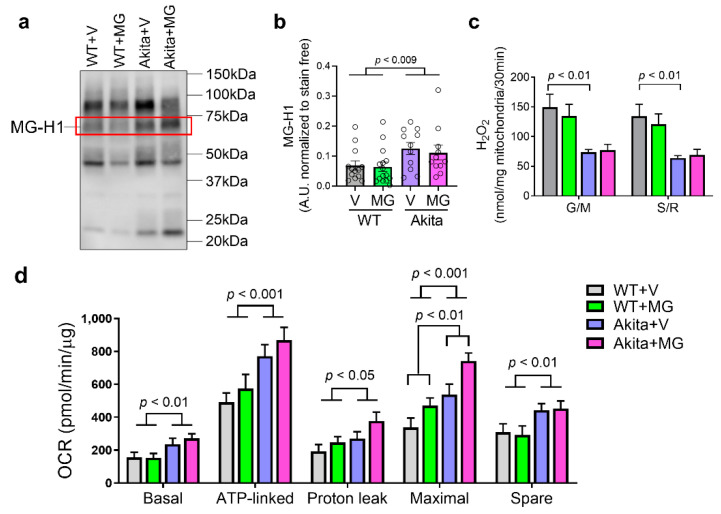
Akita mice exhibited changes in the kidney mitochondrial function with minor modulation by MitoGamide. (**a**) Methylglyoxal-derived hydroimidazolone 1 (MG-H1) examined by Western blotting (highlighted in red box) and (**b**) quantitation. (**c**) Hydrogen peroxide production in isolated mitochondria measured by Amplex red, in the presence of 10 mM glutamate and 10 mM malate (complex I) or 10 mM succinate and 5 μM rotenone (complex II). (**d**) Mitochondrial oxygen consumption rates (OCR) were measured by the Seahorse Bioanalyzer with glutamate + malate (G/M)-stimulated complex I respiration. Data are presented as mean ± SEM, *n* = 9–15 mice per group. Clear dots show individual data points. Two-way ANOVA followed by Tukey’s post hoc test.

**Figure 5:**
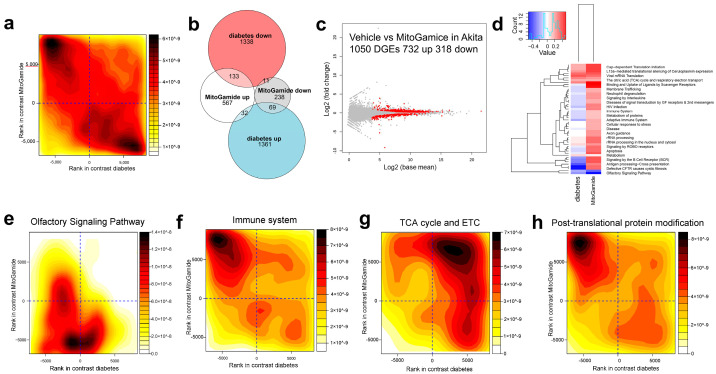
Characterization of transcriptome in kidney cortex of Akita mice following the MitoGamide treatment. (**a**) Rank-rank plot of gene expression differences due to diabetes and MitoGamide treatment. Genes were ranked by significance and the direction of the fold change. The top left corner shows that many genes which are downregulated in diabetes are restored by the MitoGamide treatment. The bottom right corner shows that genes which are upregulated by diabetes are attenuated by MitoGamide. (**b**) Venn diagram of MitoGamide attenuation of diabetes genes (FDR < 0.05). (**c**) MA plot of top differential genes in the Akita + vehicle and Akita + MitoGamide groups. (**d**) Gene set enrichment analysis of diabetes (Akita + vehicle) and MitoGamide (Akita + MitoGamide) groups, showing the top 25 Reactome pathways. Rank-rank density plots of differential genes in the (**e**) olfactory signaling pathway, (**f**) the immune system (**g**), the citric acid cycle (TCA) and respiratory electron transport (**h**), and post-translational protein modification pathways. The *x*-axis corresponds to the effect of diabetes (Akita mice) and the y-axis corresponds to the effect of MitoGamide.

## Data Availability

Sequence data have been deposited in the National Center for Biotechnology Information Gene Expression Omnibus with accession number GSE159882.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/nu13051457/s1. Figure S1: Tissue distribution of MitoGamide in mice.

# Supplementary material for: Targeting Methylglyoxal in Diabetic Kidney Disease Using the Mitochondria-Targeted Compound MitoGamide
**Source:** Nutrients. 2021 Apr 25;13(5):1457. doi: 10.3390/nu13051457
**Supplement:** Supplementary file 1

# Targeting Methylglyoxal in Diabetic Kidney Disease Using the Mitochondria-Targeted Compound MitoGamide

## Supplementary Materials

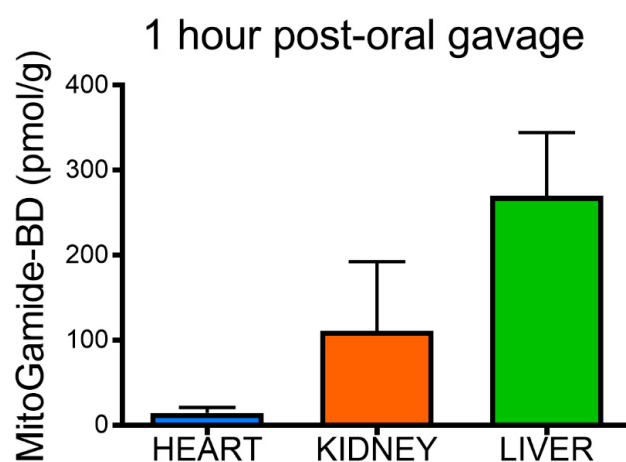

**Figure S1.** Tissue distribution of MitoGamide in mice. MitoGamide level was measured in heart, kidney and liver using LC-MS/MS after MitoGamide (10 mg/kg/body weight) was administered to mice by oral gavage.

How the deposited data were processed for this re-analysis (not part of the article)

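RNA from the kidney cortex of 40 mice was sequenced, with 5 mice in each of 8 groups. The ethanol arm held WT and Akita mice given the ethanol vehicle or MitoGamide, and the water arm held WT and Akita mice given water or MitoQ. The paper's text describes the ethanol arm, and the groups of the water arm are known here from their labels.

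The authors trimmed the reads with Skewer, mapped them to transcripts of GENCODE mouse release 25 with kallisto and summed the transcripts of each gene. The deposited values are estimated counts, given as whole numbers, without filtering, scaling or pooling of replicates. They were used as deposited. Of the 55401 gene identifiers, 99.5% were found in GENCODE mouse release 21, from which names, positions and biotypes were taken. Total counts ranged from 9106654 to 24321424 per library.

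Differential expression was computed in R 4.3.3 with edgeR 4.0.16, using TMM normalization and the quasi-likelihood test on the libraries of each contrast alone. Genes needed a mean of at least 10 counts over the contrast, and a Benjamini-Hochberg adjusted p under 0.05 counted as a call. Because single genes with few counts cannot show small changes, a gene without a call is not shown to be unchanged. Reactome sets with at least 10 tested genes, from the collection of 1457 sets in fgsea 1.28.0, were tested with camera in limma 3.58.1 at a preset correlation of 0.01, and the effect size s was computed as in mitch. The paper used mitch with human gene names and a later download of Reactome, which was not repeated. Single values per library were compared with exact permutation tests.

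The genes named in the text were set by rule, namely the 3 raised and the 3 lowered genes with the smallest p and no overlap between groups in each of both contrasts, the 2 members of each named set with the smallest p with MitoGamide in Akita mice, and the genes the paper names or whose products it measured. Not every gene the rule selects is used here. Genes singled out beyond this rule are marked as chosen after their values were seen.

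The contrasts were Akita against WT mice on each vehicle, MitoGamide against the ethanol vehicle in Akita and in WT mice, MitoQ against water in both genotypes, ethanol against water vehicle in Akita mice, and the difference of the MitoGamide effect between genotypes. Because diabetes and MitoGamide were compared with the same Akita vehicle libraries, the correlation of both effects was also computed for all assignments of the 10 Akita libraries, for 30 simulated unchanged groups and with the diabetes effect of the water arm.

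Alternatives were DESeq2 1.42.0, DESeq2's size factors in edgeR (RLE normalization), no filter, at least 10 counts in every library, all 40 libraries in one fit, the replicate number as a block, other set tests (fry, camera with an estimated correlation and a rank test) and each library left out in turn. Added after the data were examined were DESeq2 with a total of at least 10 counts over the contrast, offsets for GC content and length, and the position on the main axis of replicate differences as a covariate. This axis is taken from 15 libraries outside the contrast. It was used as a stand-in for RNA quality, but RNA integrity was not analysed here, so that this reading of the axis is open.

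The methods were tested on simulated counts. With 200 changed genes, 96% were recovered and 9.00% of the calls were unchanged genes (17296 genes tested). Without change, 0 genes were called and 4.93% had a p under 0.05 (17304 genes tested). The measurements of the paper other than RNA sequencing were not analysed here.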

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

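The tests of other splits of the libraries and of liver RNA were chosen before the result they measure was seen, and the other tests in this part after it. Of 204 groups of 5 values, 20 held a value whose gap to the nearest other value was over 0.71 of the group's range (Dixon's critical value), against 10.2 expected by chance. These were 11 of 96 groups of library measures and 9 of 108 groups of gene values.

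Among Akita mice on the ethanol vehicle, replicate 4 was far from the others in counts on receptor genes. Olfactory receptor genes held 587.082 CPM (counts scaled to the library total, without TMM normalization) in this library and between 420 and 458 in the others, and vomeronasal receptor genes held 474.274 and between 331 and 367. An RNA-quality difference between libraries cannot be told apart from other differences between them. With the main axis of replicate differences made without 319 olfactory and vomeronasal receptor genes, the olfactory receptor share rose along the axis within groups in 15 libraries that were not used to make it (Pearson r = 0.742, permutation p = 0.00153; Spearman rho = 0.875, permutation p = 1e-04; r = 0.770 without the 2 libraries farthest from the median). RNA integrity was not analysed here, so it is open whether this axis is RNA quality. No biological explanation was tested.

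Among Akita mice on MitoGamide, replicate 5 held 8.24739% of its counts on mitochondrially encoded mRNA, against 5.24% to 5.69% in the others. It was also apart for Slc5a1 (103.984 normalized CPM, others 54.9 to 69.0) and Eif2s2 (58.5379 normalized CPM, others 45.5 to 48.1), 3 of the 20 values above. Normalized CPM of genes are TMM-normalized here over the 15 libraries of both contrasts, so they differ from values normalized within 1 contrast. Without it, 802 genes were called for MitoGamide in Akita mice. Fibrinogen transcripts were higher in this library by a median of 5.01 on the log2 scale. Of 7 tested hepatocyte transcripts, Apob was higher by 1.07, Apoa2 by 0.73 and Apoc3 by 0.34, and 4 were lower, so that their median of -0.32 decides nothing by itself. Liver RNA as the source of the fibrinogen transcripts is argued against by albumin (Alb), among the most abundant transcripts of liver, at 5.29 normalized CPM here and 7.11 on average in the other MitoGamide libraries, and Ttr, at 14.5 and 21.1, while Fga was at 398 and 14.3 (TMM-normalized over the 10 libraries of the MitoGamide contrast). A response in this mouse of the acute-phase or fasting type may contribute. Of 15 genes listed for it, 6 were tested and 6 were higher, with a median of 1.46, above 100% of random lists of the same size. The counts of Havcr1, one of the 15 and not among the 6, had been looked at before the list was written.

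Counts on the ribosomal RNA-like transcript CT010467.1 were apart in 4 libraries. They made up 3.83493% in Akita MitoQ replicate 2 (others 0.0337% to 0.183%), 0.242388% in WT ethanol vehicle replicate 4 (others 0.0478% to 0.0774%), 9.74108% in WT water vehicle replicate 4 (others 0.0754% to 1.47%) and 16.5636% in WT MitoQ replicate 3 (others 0.154% to 2.54%). In WT MitoQ replicate 3 the 10 most abundant genes held 72.5153% of the counts (others 33.3% to 40.1%), mitochondrial rRNA 46.615% (others 20.1% to 25.0%) and protein-coding genes 27.0505% (others 56.5% to 64.8%). In WT ethanol vehicle replicate 2, Rn7s1 and Rn7s2 held 7.728% (others 7.09% to 7.22%). No explanation of these values was tested.

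Single gene values, in normalized CPM, were apart for Kynu in Akita MitoGamide replicate 2 (47.0907, others 33.3 to 36.9), Ugt1a10 in WT ethanol vehicle replicate 2 (4.16387, others 0.547 to 1.25), Pdxk in WT ethanol vehicle replicate 3 (98.3847, others 74.9 to 81.5) and Gm37167 in Akita MitoGamide replicate 1 (0.512124, others 0). In Akita mice on the ethanol vehicle the same held for Rap1b in replicate 1 (65.1715, others 58.1 to 59.4), Psmd12 in replicate 2 (34.3314, others 30.6 to 31.4) and Col4a2 in replicate 3 (162.419, others 186 to 190). No explanation of these values was tested.

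The effect of MitoGamide differed between Akita and WT mice for 7 of the named sets under camera. The effect size s of this difference was -0.561259 for the olfactory signaling pathway, 0.245978 for the immune system, 0.28396 for the adaptive immune system, 0.344494 for signaling by the B cell receptor, 0.318828 for signaling by interleukins, 0.34765 for the TCA cycle and respiratory electron transport and 0.334085 for translation. The camera adjusted p ranged from 2.668e-08 to 9.275e-04. Under fry the adjusted p was between 0.195 and 0.444, and with the correlation estimated for each set between 0.292 and 0.468. By gene, 0 were called for the difference, so that 100 of 100 drawn reassignments give as many by construction. At an unadjusted p under 0.05 there were 1435 genes, and 11 of 100 reassignments gave as many, the actual one included.

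On the water vehicle, which the paper's text does not describe, 101 genes were called between Akita and WT mice, 34 higher and 67 lower. Of 100 drawn splits of these 10 libraries, 4 gave as many, the actual one included, and another split, whose groups differed by -76.1 on the main axis of replicate differences, gave 6990. At an unadjusted p under 0.05, 19 of 100 splits gave as many genes. Without 1 library the number was between 32 and 94, the lowest without Akita water vehicle replicate 4. Of the genes called on the ethanol vehicle, 2868 were tested on water, 88.2% changed in the same direction and 96 were called in both. Diabetes is the difference that the design names.

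Between the ethanol and the water vehicle in Akita mice, 2283 genes were called, 657 higher and 1626 lower with ethanol. Of 100 drawn splits 1, the actual one, gave as many, and the highest number in another split was 659. Without 1 library the number was between 1, which 5 different libraries gave when left out, and 6496, without Akita water vehicle replicate 1. The vehicle and an RNA-quality difference between the libraries cannot be told apart. The groups lay at -22.6 ± 7.49 and 37.5 ± 41.5 on the main axis of replicate differences (SD, n = 5; two-sided exact permutation test, p = 0.0079), the effect and the axis had a correlation of -0.830 across genes (exact permutation p = 0.0635), and with the position on the axis as a covariate 2 genes were called. The covariate and the groups overlap too much for this fit to separate them. Whether the axis is RNA quality is open as well.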

How the results depend on the processing

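The alternatives were set before the data were examined, except DESeq2 with a total of at least 10 counts, the offsets for GC content and length and the covariate for the main axis of replicate differences, which were chosen after seeing the data. The cause of the changes below was not tested, unless stated.

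For genes changed in diabetes, 873 were called with all 40 libraries in one fit against 2910, and between 2170 and 2787 without 1 library. DESeq2, RLE normalization, no filter, at least 10 counts in every library and the offsets for GC content and length gave numbers within 1.5 times. For MitoGamide in Akita mice, 1022 genes were called with DESeq2, 1050 with DESeq2 and a total of at least 10 counts, 41 with all 40 libraries in one fit, 86 with the offsets for GC content and length and 1 with the covariate, against 214. Without 1 library the number was between 0, without Akita ethanol vehicle replicate 1 or 2, and 802, without Akita MitoGamide replicate 5. With the offsets, 74 of the 214 genes were called, and with DESeq2 213.

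With DESeq2, 73 genes were called for MitoGamide in WT mice, 2 for MitoQ in WT mice, 354 in diabetes on the water vehicle and 4264 between ethanol and water vehicle in Akita mice, against 0, 0, 101 and 2283. With all 40 libraries in one fit, 27 were called for MitoQ in WT mice and 543 in diabetes on the water vehicle. Without a filter, 1352 were called between ethanol and water vehicle, and with the covariate 2. Without 1 library, between 0 and 4 genes were called for MitoGamide in WT mice, between 32 and 94 in diabetes on the water vehicle and between 1 and 6496 between ethanol and water vehicle. At an unadjusted p under 0.05 there were 1841 genes for MitoGamide and 575 for MitoQ in WT mice, and 363 for MitoQ in Akita mice, for which 0 genes were called under every alternative.

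The percentages of diabetes genes changed in the opposite direction by MitoGamide were 5.24% and 7.97% with DESeq2, 4.56% and 8.89% with DESeq2 and a total of at least 10 counts, 0 and 1.19% with all 40 libraries in one fit and 0 and 0 with the diabetes calls of the water arm, where 34 and 67 genes are so few that 0 says little, against 0.896% and 2.12%. With edgeR and without 1 library the percentages were between 0 and 5.38% and between 0 and 8.29%, the highest without Akita MitoGamide replicate 5. With DESeq2 in the water arm (117 higher and 237 lower genes) they were 0.855% and 1.27%. The correlation of the diabetes and MitoGamide effects was -0.261 without a filter, against -0.186, and between -0.271 and -0.102 without 1 library. With the diabetes effect of the water arm it was between -0.0949 and 0.294 without 1 library, against 0.0759, and reversed in 5 of 20 fits.

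For MitoGamide in Akita mice, 0 Reactome sets were called with the correlation estimated for each set and 155 with at least 10 counts in every library, against 297, and between 220 and 368 without 1 library. In diabetes, 0 sets were called with the estimated correlation, 153 with the rank test, 121 without a filter and 13 on the water vehicle, against 73, and between 34, without Akita ethanol vehicle replicate 3, and 91 without 1 library. The olfactory signaling pathway reversed in diabetes on the water vehicle, to an effect size s of 0.112.

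Reversed log2 fold changes were small. For Glo1, MitoGamide in Akita mice gave -0.0079 with at least 10 counts in every library, -0.0256 with the offsets and between -0.0285 and 0.0379 without 1 library. In diabetes, Col4a2 was at -0.0125 and Cst3 at -0.0123 with the offsets, and Col4a1 between -0.102 and 0.0069 without 1 library. With MitoGamide, Slc5a1 was between -0.0529 and 0.221 and Ppargc1a between -0.0415 and 0.104, both reversed without Akita MitoGamide replicate 5. Of 44 results for named genes, 6 gained a call with DESeq2. The call was lost in 19 with all 40 libraries in one fit, 7 with the offsets, 4 without a filter and 15 of 29 with the covariate, and in 1 of 37 with at least 10 counts in every library. Over all fits without 1 library, 103 of 440 lost it.

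With the replicate number as a block, 0 genes were called for MitoGamide in Akita mice (2859 at an unadjusted p under 0.05), 1 for MitoQ in WT mice, 32 in diabetes on the water vehicle and 0 between ethanol and water vehicle in Akita mice, and the percentages of diabetes genes changed in the opposite direction were 0 and 0. With the block, 16 of 44 results for named genes lost their call. It left 2566 genes in diabetes and 253 and 85 sets within 1.5 times. The numbers do not pair the samples, because only 9 of 35 pairs of libraries with the same number had deviations from their group means with a correlation over 0.1, from -0.451 to 0.655 with a mean of 0.0374.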

Differences from the paper's values

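For MitoGamide in Akita mice, the paper reports 1050 differentially expressed genes, 732 upregulated and 318 downregulated, whereas edgeR's quasi-likelihood test called 214, with 142 higher and 72 lower. Of the alternatives set before the data were examined, DESeq2 gave 1022 genes, 636 higher and 386 lower, and the edgeR fit without Akita MitoGamide replicate 5 gave 802, 488 higher and 314 lower, each within 1.5 times the paper's values. RLE normalization, no filter, at least 10 counts in every library, all 40 libraries in one fit, the replicate number as a block and leaving out any other library did not come within 1.5 times of the 3 values. DESeq2 is the test the paper's methods name. DESeq2 with a total of at least 10 counts over the contrast gave 1050 genes, 725 higher and 325 lower, and was chosen after seeing the values, from 11 DESeq2 settings that gave between 175 and 1468 genes, so that it does not show which setting the authors used.

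The paper reports that approximately 5% of the genes upregulated in diabetes were attenuated by MitoGamide and almost 9% of the downregulated genes were restored, whereas the percentages with edgeR were 0.896% and 2.12%. Among the alternatives set before the data were examined, DESeq2 gave 5.24% and 7.97%, and the fit without Akita MitoGamide replicate 5 gave 5.38% and 8.29%, each within 1.5 times the paper's values, and no other did. DESeq2 with a total of at least 10 counts, chosen after seeing the values, gave 4.56% and 8.89%. The numbers of genes changed in diabetes, about 1500 up and about 1500 down in Fig. 5b, read by eye, lay within 1.5 times of the 1451 and 1459 called by edgeR.

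The paper states that the olfactory signaling gene sets were downregulated in diabetes. The effect size s was -0.214 with a camera adjusted p of 0.269. The rank test as in mitch, the paper's tool, gave an adjusted p of 0.00449, and camera called the set in 1 of the 10 fits that left out 1 library. For the immune system sets, which the paper describes as downregulated in diabetes, the camera adjusted p was 0.254 or higher, and the rank test called the immune system (adjusted p = 2.665e-04), the adaptive immune system (0.00113) and signaling by the B cell receptor (0.0206). On the water vehicle the rank test called the same sets, each lowered, with adjusted p of 5.672e-04, 5.672e-04 and 0.00892. There the camera adjusted p of the immune sets was 0.440 or higher, and that of fry was 0.999. Post-translational protein modification, which the paper lists as affected by MitoGamide, had a camera adjusted p of 0.124 and an adjusted p of 0.00738 in the rank test.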

Other observations

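The tests of other splits of the libraries, of the shared-control correlation, of library size and of androgen-dependent transcripts were chosen before the result they measure was seen, and the other tests in this part after it.

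The 214 genes called for MitoGamide in Akita mice were weighed against technical explanations. Of 100 drawn splits of the 10 libraries, 1, the actual one, gave as many genes, and the highest number in another split was 1. A difference in library size is argued against, since a median of 174 genes (between 141 and 217 in 10 draws) was called after all libraries were thinned to 14161145 counts. GC content and length of the genes may account for part of the calls, because with offsets for both 74 of the 214 genes were called. The number of calls also fell when single libraries were left out, so the lost calls alone do not show it. GC content and length are argued against as the whole cause, because 86 genes were called with the offsets. An RNA-quality difference between the libraries cannot be told apart from an effect of MitoGamide. The MitoGamide libraries lay at -41.4 ± 11.7 and the vehicle libraries at -22.6 ± 7.49 on the main axis of replicate differences (SD, n = 5; two-sided exact permutation test, p = 0.0317). The MitoGamide effect had a correlation of -0.385 with the axis across genes, and 20 of the possible assignments gave one as far from 0 (exact p = 0.0794). With the position as a covariate 1 gene was called, and 2442 had an unadjusted p under 0.05. It is open whether the axis is RNA quality, because RNA integrity was not analysed here. An effect of MitoGamide on RNA stability was not tested. For the sets, 3 of 100 splits gave as many as the 297 called, and another split gave up to 397.

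For diabetes, 1 of 100 drawn splits, the actual one, gave as many genes as 2910. For the 73 sets called in diabetes, 28 of 100 splits gave as many, and another split gave 303, so that this number is not above what other splits give.

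The Akita vehicle libraries shared by both contrasts may be the source of the negative correlation of the diabetes and MitoGamide effects. Of the possible assignments of the libraries, 165 gave a correlation as negative (one-sided exact permutation test, p = 0.655). The more negative ones were mostly those with MitoGamide replicate 5 in the vehicle group, so this p-value depends strongly on 1 library. Whether the number of diabetes genes called in the opposite direction with MitoGamide also comes from the shared libraries is open, because other divisions of the libraries gave at most 1 MitoGamide call and leave nothing to compare. The direction of the MitoGamide genes may come from them. Of these genes, 167 of 213 (78.4%) moved opposite to diabetes on the ethanol vehicle and 100 of 211 (47.4%) opposite to diabetes on water, where no library is shared.

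Lower counts on olfactory receptor genes with MitoGamide in Akita mice may not come from olfactory receptor mRNA. Vomeronasal receptor genes had a median log2 fold change of -0.283. Over 30 libraries of groups outside the contrast the shares of both families went together within groups (Pearson r = 0.962, Spearman rho = 0.945, each with a permutation p of 1e-05, the smallest that the permutations can give, and r = 0.944 without the 2 libraries farthest from the median). The olfactory receptor share also rose along the main axis of replicate differences made without receptor genes, in 15 libraries not used to make it (r = 0.742). Whether this axis is RNA quality is open, because RNA integrity was not analysed here. GC content and length are argued against as the whole cause, since the set had a camera adjusted p of 1.134e-09 with the offsets (s = -0.593), and the adjusted p over its alternatives ranged from 8.681e-12 to 0.3004. In WT mice on MitoGamide the median log2 fold change was 0.14 for olfactory and 0.16 for vomeronasal receptor genes.

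Pseudogenes made up 15 of the 142 raised genes (10.6%), against 3.21% of all tested genes (Fisher's exact test, two-sided, p = 5.213e-05). Reads shared between pseudogenes and the genes they were copied from are a candidate source. The matched genes, at a median identity of 99.7%, were lower for 5 and higher for 10, and none was called. For 7 of the 15 the gain of the pseudogene was larger than the SD of the matched gene. This cannot be told apart from higher expression of the pseudogenes.

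More immune cells in the tissue may contribute to the raised immune system set. The marker lists of 4 immune cell types had a higher median with MitoGamide in Akita mice, at 0.32 for 7 macrophage genes (7 higher), 0.68 for 3 B and plasma cell genes (2 higher), 0.26 for 2 T cell genes (1 higher) and 0.55 for 1 neutrophil gene, and two-sided exact permutation p between 0.0873 and 0.421, so that too few genes and mice decide it. Proteasome genes are shared by 3 of the immune sets, with 42 in each, and the interleukin set holds 0, so that removing them does not test it. Without them the camera adjusted p was 0.0542 for the B cell receptor set, 0.0130 for the immune system and 0.0185 for the adaptive immune system. They may contribute to the B cell receptor set, but part of its move comes from the adjustment over all sets, which also moved the interleukin set, with its members unchanged, to 0.0111.

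Among marker lists of other cell types with MitoGamide in Akita mice, the median log2 fold change was 0.52 for 6 endothelium genes (6 higher, 2 called; two-sided exact permutation p = 0.0079, adjusted over the lists 0.123), 0.39 for 5 fibroblast and pericyte genes (5 higher; exact permutation p = 0.0397, adjusted 0.205) and -0.04 for 7 proximal tubule genes (2 higher; exact permutation p = 0.238, adjusted 0.492). No list of cell markers had an adjusted p under 0.05. The smallest p that this permutation test can give is 0.0079, so several lists would have to reach it for any adjusted p under 0.05. The absence of such a list therefore decides little.

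Whether mitochondrially encoded transcripts are the whole cause of the raised TCA cycle and respiratory electron transport set is open. Without its 12 mitochondrially encoded genes the camera adjusted p was 0.0180 in diabetes and 0.0335 with MitoGamide. That test preset a correlation of 0.01, whereas the correlation estimated for the full set was 0.405 and 0.218. With the estimated correlation the full set had a camera adjusted p of 0.996 and 0.537, so the test cannot decide. Nuclear respiratory chain genes had a median log2 fold change of 0.02 with MitoGamide in Akita mice (54 of 92 higher) and mitochondrially encoded ones 0.35 (12 of 13 higher; exact permutation p = 0.0079, adjusted over the lists 0.123). In WT mice on MitoGamide the medians were -0.08 (24 of 92 higher) and 0.49 (12 of 13 higher; exact permutation p = 0.0079, adjusted 0.238). Akita MitoGamide replicate 5 held 8.25% of its counts on mitochondrially encoded mRNA, against 5.24% to 5.69% in the others. WT MitoGamide replicate 1 was also high, at 8.27% against 5.07% to 6.09% in the other WT MitoGamide libraries. No value of the lists without either library is given.

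In diabetes, a loss of androgen action in the Akita kidney is a candidate explanation for part of the changes. The median log2 fold change was -1.26 for 10 transcripts listed as higher in male kidney (1 higher) and 1.62 for 5 listed as higher in female kidney (4 higher), each with a two-sided exact permutation p of 0.0079 and 0.0794 adjusted over the lists. On the water vehicle the medians were -1.90 and 1.97. Androgen levels were not analysed here.

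A chromosome 7 segment around Ins2 inherited with the Akita mutation is argued against as the source of transcripts missing from Akita mice, because 0 of the 8 genes that separated all Akita from all WT libraries by at least 8-fold lay within 20 Mb of Ins2.

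In WT mice, 0 genes were called for MitoGamide, and 3 of 861 sets had a camera adjusted p under 0.05. The adjusted p was 0.319 for the olfactory signaling pathway, 0.774 for the immune system and 0.259 for the TCA cycle set. For MitoQ against water, 0 genes were called in Akita and 0 in WT mice. Because 0 genes were called, 100 of 100 drawn splits give as many in each of these 3 contrasts by construction. At an unadjusted p under 0.05, as many genes as in the actual groups were found in 5 of 100 splits for MitoGamide in WT mice, 56 for MitoQ in Akita mice and 32 for MitoQ in WT mice, the actual one included. Other splits of the MitoQ contrasts gave up to 6186 and 6952 genes, with groups that differed by 59.3 and 80.8 on the main axis of replicate differences.

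Slc5a1, which encodes Sglt1, was higher in diabetes by 0.37 on the log2 scale (standard error 0.10, adjusted p = 0.0236 from edgeR's quasi-likelihood test). With MitoGamide in Akita mice it changed by 0.13 (adjusted p = 0.694 from the edgeR test), and by -0.05 without MitoGamide replicate 5. In diabetes Glo1 changed by -0.20 and Fn1 by 0.52, with adjusted p of 0.0264 and 0.0243 from the edgeR test. Each of these calls held in 5 of the 10 fits that left out 1 library. With MitoGamide, Fn1 changed by 0.64 (adjusted p = 0.0972, and 0.0272 with DESeq2), Col4a1 by 0.27 (0.183), Col4a2 by 0.35 (0.128), Glo1 by 0.01 (0.937) and Cst3 by 0.10 (0.533) in the edgeR test.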
